A study of Mus musculus with 4 samples. Its data were reported in "H3K9me3 controls epidermis morphogenesis by regulating RNA Pol II dynamics at developmental promoters and enhancers" (2026).

How the data were processed

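Single-cell RNA-seq was measured in 4 libraries of mouse dorsal skin at embryonic day E16.5 per the labels. The study's list of litters gives E15.5 for its scRNA-seq litter; the labels were followed here, and the data do not settle the age. The sorted cells were positive for Epcam, a surface protein of epithelial cells, and for α6 integrin, which marks cells that touch the basement membrane. Per the labels, the 2 Ctrl libraries carried floxed alleles of Suv39h1 and Setdb1, a constitutive deletion of Suv39h2 and no Cre. The 2 TKO (triple knockout) libraries carried the same alleles plus K14CreERT2, a tamoxifen-dependent recombinase driven by a promoter of basal keratinocytes. Tamoxifen was given to both groups. The study describes the TKO embryos of its single-cell experiment as mosaic, and ascribes mosaic loss of H3K9me3 to incomplete Cre targeting. Sums over TKO cells may therefore include unrecombined cells, and differences from Ctrl need not be those of a full knockout. The 3 genes encode enzymes that place H3K9me3, a histone mark of silent chromatin. The replicate numbers came from the labels.

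The authors prepared the libraries with the 10x Genomics 3' v3 kit and deposited, for each library, the filtered matrix of raw UMI counts per gene and cell. A UMI is a molecular identifier, so PCR copies of a molecule are counted once. The deposited counts were not normalized, and no removal of cells or doublets beyond Cell Ranger's own cell calling was seen in them. Per the file headers the matrices were written by Cell Ranger 7.1.0, whereas the study's methods name another version. The methods name the genome build GRCm39; the annotation release and the use of intronic reads were not stated. The study removed contaminating cells by markers, aligned the libraries with Harmony and tested single cells with Seurat. Gene positions here were taken from GENCODE vM39, which is also on GRCm39, by gene ID without version. Of the 56980 genes in the matrices, 744 had no match and were left without a position. A total of 293 symbols were shared by several gene IDs and were kept apart by ID.

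The 4 matrices held 19789 barcodes and 309291898 UMIs. Cells were kept with at least 2000 detected genes and under 10% mitochondrial UMIs, which left 11221. Doublets, droplets with 2 cells, were scored with Scrublet (scanpy 1.11.5). Its automatic threshold marked 0 and 1 cells in the Ctrl libraries, against 32 and 38 in the TKO libraries. It was therefore replaced, before any test between genotypes, by the top-scoring share of each library at a rate of 0.8% per 1000 barcodes. This left out 131 and 143 Ctrl cells and 65 and 86 TKO cells, 425 in all, and the automatic threshold was kept as an alternative. A total of 10796 cells remained.

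Counts were scaled to 10000 per cell and log-transformed, and 2000 variable genes gave 30 principal components. Components were aligned across libraries by Harmony (theta 2, sigma 0.1, lambda 1, 100 soft clusters, 10 iterations), in an implementation written for this purpose because the package was not installed. Leiden clustering at resolution 1 ran on a graph of 20 neighbours. Clusters were named from marker lists fixed before the data were examined, with the suffix "-like", and a name needed at least 3 detected markers. Clusters of fibroblast-, immune-, melanocyte- and endothelial-like cells, and clusters with under 1000 CPM summed over 6 keratins, were excluded from the keratinocytes. No cluster met the rule for Schwann-, muscle- or erythroid-like cells. The keratinocytes were then clustered again without the 1300 genes that differed between the genotypes, so that class sizes would not rest on changed genes. This gave 19 clusters, named basal-like (5139 cells), hair follicle-like (2266), differentiating-like (1732) or Merkel-like (83). Cycling was treated as a state within a class. Genes leading the clusters included Krt15 and Dlk2 (basal-like), Krt1, Krt10 and Lor (differentiating-like), Shh, Dkk4 and Lhx2 (hair follicle-like) and Ccer2, Krt8 and Isl1 (Merkel-like). Stress and early response genes such as Fosl1, Klf2, Cxcl1 and Zfp36 led 2 of the basal-like clusters.

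Several of these steps were settled after the cells had been seen. They are the doublet rate, the marker scoring and the keratin floor, the second clustering, the naming of erythroid cells last, and the omission of haemoglobin genes from the leading genes that can veto a name. That omission was made because free haemoglobin RNA had left a cluster of 735 keratinocytes unnamed, and it preceded any test between genotypes. Harmony was first run with 50 soft clusters. The published default of 100 became the main setting after the Merkel-like cells per library had been counted, partly to see whether these would separate. The full clustering was run under 3 versions of these rules, after 1 exploratory run.

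Cells are not replicates, so counts were summed over the cells of a class in each library and the 4 sums were tested. The main test was edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) with TMM factors, the default expression filter and genotype as the only term. Genes were called at a Benjamini-Hochberg adjusted p under 0.05; adjusted p-values of single genes in the report come from this test. One fit was made on all keratinocytes and one on each of the basal-, differentiating- and hair follicle-like classes. Too few Merkel-like cells were present for a fit. A further fit tested, with library as a block, whether the genotype effect differed between basal- and differentiating-like sums. The SE of a log2 change is its size divided by the root of the test's F statistic. CPM values are counts scaled to the UMI total of the tested genes with the TMM factors (0.985 to 1.025 in the keratinocyte sums). Gene lists were tested with camera (inter-gene correlation preset to 0.01) and with fry, both from limma 3.58.1, and adjusted over the 9 lists. With 2 libraries per group, the exact two-sided permutation test used for shares cannot give a p under 0.3333.

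Shares of cells with a transcript were computed after thinning each cell at random to 5000 UMIs, and shallower cells were left out (23 and 39 keratinocytes in Ctrl, 4 and 7 in TKO). Each share of a library has a 95% Clopper-Pearson interval, which covers counting error only, as do the limits of 3 counts given for shares of 0. The excluded cells served as the background, since droplet data carry free RNA. A held-out score was built by choosing the 100 genes with the largest log2 ratio of TKO to Ctrl (prior 1 CPM, at least 20 UMIs) in the replicate 1 libraries and scoring the replicate 2 libraries, and the reverse. A cell was positive above the 99th percentile of the scored Ctrl library.

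The genes named in the report followed a rule fixed before the data were examined. It covered the 3 targeted genes, the genes of fixed lists, and in each fit the 5 called genes with the largest log2 change in each direction. The latter needed at least 10 CPM in the higher group and no overlap between the libraries of the groups, and genes of the Y chromosome, Xist, Tsix and haemoglobins were left out. The short lists were epidermal regulators (9 genes), non-lineage (3), inflammation (2) and hair follicle stage (4). The longer sets were basal (12), suprabasal (20), S phase (20), G2M phase (20), antiviral (27), p53 targets (17), germline (28) and imprinted genes (31). Some genes are in more than 1 list, such as Trp63 and Tdrd1. The study had picked the epidermal regulators, the non-lineage genes and the hair follicle stage genes from these libraries, so counts over those lists are not independent evidence. Some results for genes of the fixed lists are not reported here.

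The fits were tested on simulated data before use. Counts were drawn from the means and sizes of the real sums with 200 genes changed. The keratinocyte fit recovered 122 of the 200 with 4 false calls among 19972 genes. The basal-like fit recovered 148 with 10 false calls among 17665 genes, the differentiating-like fit 111 with 2 among 13777, and the hair follicle-like fit 139 with 9 among 16295. The interaction fit recovered 123 of 200 with 6 false calls among 17939 genes. None of the simulated genes was called with the wrong sign. For the held-out score, Ctrl cells dealt at random into groups gave 0.9 and 2.2% positive cells over 56980 genes. Adding 100 genes to part of the cells gave 50.9 and 48.1%.

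The alternatives set before the data were examined were RLE factors, DESeq2 1.42.0, no expression filter, the replicate number as a block, a minimum of 1000 or 3000 genes per cell, doublets kept, thinned cells, uncorrected components, Leiden resolutions 0.5 and 2, and other settings of the shares, set tests and held-out score. Leaving out each library in turn leaves a group of 1, so these fits give values with no test. Alternatives chosen after seeing the data were the automatic doublet threshold, Harmony with 50 soft clusters, changed genes kept in the second clustering, a crossed replicate block, fry with the replicate block, and the values of shares and of the fixed genes that passed the interaction test without each library. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9 were used.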

Results

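To ask what loss of the H3K9me3 methyltransferases does to epidermal cells, single-cell transcriptomes of sorted skin epithelium, E16.5 per the labels, were compared between 2 Ctrl and 2 TKO embryo libraries. The files held 5643 and 5785 barcodes with 89655247 and 72236508 UMIs in Ctrl replicates 1 and 2. In TKO replicates 1 and 2 they held 3804 and 4557 barcodes with 70749496 and 76650647 UMIs. After filtering, 2854 and 3003 Ctrl keratinocytes and 1565 and 1798 TKO keratinocytes remained, 9220 in all. The median keratinocyte had 22011 and 17372 UMIs in the Ctrl libraries and 30139 and 28110.5 in the TKO libraries. Because TKO cells were deeper, shares of cells with a transcript are given at 5000 UMIs per cell. Each library was counted as 1 sample. With n = 2 per group, the exact two-sided permutation test on a share cannot go below p = 0.3333.

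The targeted genes were examined first. In keratinocytes, Setdb1 (ENSMUSG00000015697, GRCm39 chromosome 3, 95229399 to 95264541) had 63.6 ± 7.96 CPM in Ctrl and 40.8 ± 3.23 CPM in TKO (SD, n = 2). Its log2 change was −0.64 (SE 0.127, edgeR adjusted p 0.049), with both TKO libraries below both Ctrl libraries. This call sat at the threshold and was lost under several alternatives, such as 5000 UMIs per cell (−0.58). Without Ctrl replicate 1 the change was −0.51. Setdb1 was also called as lowered in basal-like cells (−0.63, SE 0.135, edgeR adjusted p 0.0323) and hair follicle-like cells (−0.70, SE 0.148, edgeR adjusted p 0.0223), neither of them at 5000 UMIs per cell (−0.48 and −0.53). The hair follicle-like call was further lost with no expression filter, with doublets kept and at Leiden resolution 0.5. In differentiating-like cells the change was −0.69 (edgeR adjusted p 0.109). Suv39h1 (ENSMUSG00000039231, chromosome X, 7927403 to 7940999) had 25.1 ± 0.247 CPM in Ctrl and 22.3 ± 2.81 CPM in TKO, a log2 change of −0.17 (SE 0.131, edgeR adjusted p 0.474). Suv39h2 (ENSMUSG00000026646, chromosome 2, 3455774 to 3476146), deleted in both groups per the labels, had 15.8 ± 1.86 and 19.2 ± 3.97 CPM (log2 change 0.28, SE 0.188, edgeR adjusted p 0.42). The 3' assay counts transcript ends, so these values do not show whether a floxed exon was removed. The direction of Setdb1 was as the labels have it, while Suv39h1 and Suv39h2 differed by less than the fit could call. Of these 3 genes, 1 was called over all genes and 1 when adjusted over the list alone. All 3 overlap genes on the opposite strand in the annotation.

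The makeup of the keratinocytes was compared next, in classes built without the genes that differed between genotypes. Basal-like cells made up 52.0% (95% Clopper-Pearson interval 50.1 to 53.8) and 56.4% (54.6 to 58.2) of Ctrl keratinocytes and 64.2% (61.8 to 66.6) and 53.2% (50.8 to 55.5) of TKO keratinocytes. The group means of 54.2% ± 3.12 and 58.7% ± 7.81 overlapped (SD, n = 2, exact permutation p 0.6667), and without TKO replicate 1 the difference changed sign to −1.03 percentage points. Differentiating-like cells made up 20.9% ± 6.83 in Ctrl and 15.1% ± 6.09 in TKO (n = 2, exact permutation p 0.6667). Here the libraries of each group differed widely, with 25.7% (interval 24.1 to 27.3) and 16.0% (14.7 to 17.4) in Ctrl and 10.8% (9.30 to 12.4) and 19.4% (17.6 to 21.3) in TKO. The difference of −5.75 percentage points rested on single libraries, at −0.91 without Ctrl replicate 1, −10.6 without Ctrl replicate 2, −1.44 without TKO replicate 1 and −10.1 without TKO replicate 2. Hair follicle-like cells held 24.0% ± 3.92 in Ctrl and 25.3% ± 1.81 in TKO (n = 2, exact permutation p 1), and without Ctrl replicate 1 this difference changed sign to −1.50 percentage points. None of these differences was larger than the spread between replicates. With uncorrected components, the alternative that moved the basal-like share most, the basal-like difference was 14.0 percentage points. The hair follicle-like difference changed sign there, to −6.26, as it did with doublets kept, at a minimum of 3000 genes, at Leiden resolution 0.5, under the automatic doublet threshold and with changed genes kept in clustering. Class names were rebuilt from markers of normal skin and no TKO-specific class was defined, so these shares are not those of the study's clusters. With uncorrected components, 3 clusters, singled out after their values were seen, were almost wholly from TKO. In the order Ctrl replicates 1 and 2 and TKO replicates 1 and 2, 2 basal-like clusters held 3, 0, 473 and 139 cells and 2, 1, 247 and 149 cells, and a differentiating-like cluster held 1, 0, 65 and 257 cells.

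**Figure D1:**
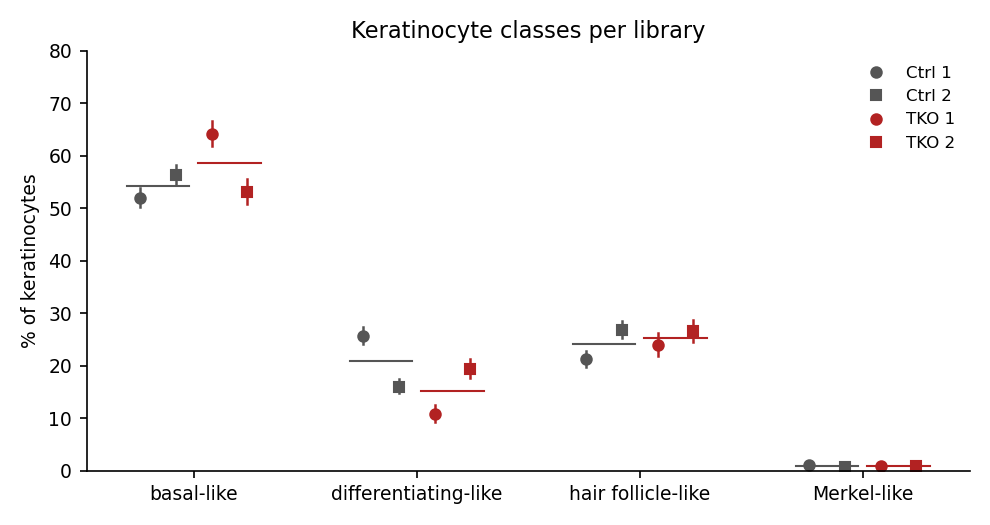
Percent of keratinocytes in the basal-, differentiating-, hair follicle- and Merkel-like classes, with 1 point per library, horizontal lines at group means and vertical bars for 95% Clopper-Pearson intervals. The libraries of the groups overlap in every class; basal-like shares run from 52.0% to 64.2%.

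Merkel cells, the touch receptors of the epidermis, were of interest because the study described fewer of them in TKO skin by E16.5. Its single-cell clustering gave a Merkel group in Ctrl but not in TKO. The Merkel-like cluster held 30 and 23 Ctrl cells and 15 and 15 TKO cells, which is 0.909% ± 0.202 and 0.896% ± 0.0878 of keratinocytes (n = 2, exact permutation p 1). Its TKO cells, however, lacked the markers of the type. At 5000 UMIs, 28 of 29 and 22 of 23 Ctrl cells of the cluster had a UMI of at least 3 of the 8 fixed Merkel markers, against 0 of 15 and 0 of 15 TKO cells. Among all keratinocytes at that depth, 30 of 2831 (1.06%, interval 0.716 to 1.51) and 25 of 2964 (0.844%, interval 0.547 to 1.24) passed this criterion in Ctrl. In TKO, 0 of 1561 and 0 of 1791 did, which allows shares of up to 0.192% and 0.168% (n = 2, exact permutation p 0.3333). When components were not corrected between libraries, the cluster held 30 and 24 Ctrl cells and 0 TKO cells in either library. The cluster share after correction is therefore not a count of Merkel cells in TKO.

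To find genes that responded to the knockout, UMIs were summed over all keratinocytes of a library. Of 19972 genes tested, 809 were raised and 491 lowered in TKO (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05). DESeq2 called 2508 genes, of which 1271 were among the 1300. Genes raised in TKO included 365 (45.1%) under 1 CPM in both Ctrl libraries. Of the lowered genes, 164 (33.4%) were under 1 CPM in both TKO libraries. Neither of the other ways to split the 4 libraries evenly gave a called gene. Replicate 1 against replicate 2 gave 0 (96 at an unadjusted p under 0.05), and Ctrl replicate 1 with TKO replicate 2 against the others gave 0 (626 at an unadjusted p under 0.05). The real split gave 4949 by that unadjusted criterion. Each group of the other splits held 1 Ctrl and 1 TKO library, so the genotype effect adds to the spread within groups and holds calls down. Their counts are therefore no measure of false calls.

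The most strongly raised keratinocyte genes were close to undetected in Ctrl. Npffr1 (chromosome 10, 61430652 to 61464344) had 1 and 2 UMIs in the Ctrl libraries and 1227 and 1325 in the TKO libraries. Gm11884, a long noncoding RNA gene (chromosome 4, 23260747 to 23392503), had 3 and 4 UMIs in Ctrl and 1678 and 2649 in TKO. Col28a1 (chromosome 6, 7997102 to 8192617) had 7 and 4 UMIs against 2136 and 6420, a log2 change of 9.80 (SE 0.831, edgeR adjusted p 0.00701). It rested in part on TKO replicate 2, without which the change was 8.79; without TKO replicate 1 it was 10.38. The long noncoding RNA 1700030N03Rik (chromosome 19, 3103071 to 3255592) had 9 and 4 UMIs against 5276 and 4125, a log2 change of 9.70 (SE 0.282, edgeR adjusted p 0.000581). Gm42653, a gene model of undecided type (chromosome 5, 70718608 to 70721446), went from 0.711 ± 0.0648 to 264 ± 117 CPM (log2 change 8.54, SE 0.43, edgeR adjusted p 0.00243). The 5 most strongly lowered genes included 4 that lead the Merkel-like cluster, namely Ccer2, Miat, Pde1c and Nrxn3. Ccer2 (chromosome 7, 28455564 to 28458393) fell from 8321 and 6612 UMIs to 6 and 6, a log2 change of −10.02 (SE 0.159, edgeR adjusted p 9.96e-05). Miat fell from 1080 and 673 UMIs to 1 and 21, and the size of its log2 change of −6.06 varied, at −5.13 without TKO replicate 1 and −9.38 without TKO replicate 2. The 5th was Adamts9 (chromosome 6, 92749680 to 92920520), which fell from 44.5 ± 6.91 to 2.59 ± 2.28 CPM (log2 change −4.10, SE 0.63, edgeR adjusted p 0.0282). Its change was −3.40 without TKO replicate 1 and −5.50 without TKO replicate 2. Of the 46 genes named by rule in any fit, 30 overlap another annotated gene, 16 of them on the same strand, and their counts are uncertain to that extent. Those with a same-strand overlap include Trp63, Gria3, Lrig1, Sox5, Grik4, Slc24a3, 1700030N03Rik and 9530026P05Rik.

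The classes were then fitted separately. Their sums held 29203922 to 33524229 UMIs per library in basal-like cells, 5394223 to 20103721 in differentiating-like cells and 13140060 to 15092884 in hair follicle-like cells. In basal-like cells 1337 genes were raised and 749 lowered of 17665 tested. In differentiating-like cells 122 were raised and 47 lowered of 13777, and in hair follicle-like cells 1395 and 1024 of 16295. The differentiating-like count depended most on the filter, with 1815 genes called when no expression filter was applied. Among hair follicle-like genes 57.7% of calls were raised; with uncorrected components the share was 47.7%. Of 13516 genes tested in both the basal- and differentiating-like fits, 124 were called in both, all 124 in the same direction. A further 1597 were called in basal-like cells only and 33 in differentiating-like cells only. Across all 3 classes, 84 genes were raised and 20 lowered.

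Within basal-like cells, Npffr1 had 0 UMIs in Ctrl and 1126 in TKO, at least 390-fold higher (192-fold without Ctrl replicate 1). Gm11884 had 1 and 1 UMIs in Ctrl and 1083 and 1164 in TKO, and the long noncoding RNA gene ENSMUSG00000120763 (chromosome 1, 60648199 to 60749831) had 3 and 2 against 807 and 1220. Col28a1 and Gm42653 completed the 5 most strongly raised genes, with log2 changes of 8.58 (7.60 without TKO replicate 2) and 8.56. The lowered genes were led by Adamts9 with a log2 change of −5.95 (SE 0.328, edgeR adjusted p 0.000558; −6.77 without TKO replicate 2). Sox5 (chromosome 6, 143774151 to 144727703) fell from 173 ± 8.35 to 22.2 ± 15.3 CPM, a log2 change of −2.97 (SE 0.441, edgeR adjusted p 0.0115), which was −2.39 without TKO replicate 1 and −3.93 without TKO replicate 2. Slitrk6 (chromosome 14, 110986012 to 110992584) changed by −2.84 on the log2 scale (SE 0.331, edgeR adjusted p 0.00561). The long noncoding RNA gene 9530026P05Rik changed by −3.24 (SE 0.234, edgeR adjusted p 0.00129), but it overlaps Adamts9 on the opposite strand. Cdh4 was also among the 5, though it leads 1 of the basal-like clusters.

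Among differentiating-like genes, Gria3 had 0 UMIs in Ctrl and 643 in TKO, at least 392-fold higher (133-fold without Ctrl replicate 1). Col28a1 and 1700030N03Rik each had 1 UMI in either Ctrl library and over 1000 in either TKO library. Gm11884 and Gm42653 were also among the 5 most strongly raised; for Gm42653, with 2 and 4 UMIs in Ctrl, the log2 change of 9.21 ranged from 8.31 to 10.13 when a library was left out. On the lowered side, Grik4 (chromosome 9, 42429431 to 42856154) fell from 28.3 ± 1.78 to 2.42 ± 0.162 CPM (log2 change −3.56, SE 0.202, edgeR adjusted p 0.00697). Slc24a3 (chromosome 2, 145009674 to 145484086) changed by −3.34 (SE 0.34, edgeR adjusted p 0.0253), or −2.95 without TKO replicate 1 and −4.05 without TKO replicate 2. Gm2164 and Wnk2 changed by −2.82 and −2.74. Krt79, the last of the 5, leads a hair follicle-like cluster, and its call was lost under 7 of the alternatives that change the classes. In hair follicle-like cells, Npffr1, Gm11884, Svop and D7Ertd128e had 0 UMIs in Ctrl and were at least 398-, 279-, 144- and 129-fold higher in TKO, or 199-, 139-, 72.0- and 64.2-fold without Ctrl replicate 2. The transcript 1700030N03Rik had 1 and 1 UMIs against 3173 and 2169. Ccer2 had 145 and 528 UMIs in Ctrl and 0 in TKO and was at least 200-fold lower, or 86.1-fold without Ctrl replicate 2. Its call was lost with no expression filter and with doublets kept. Adamts9 changed by −3.37 on the log2 scale (SE 0.571, edgeR adjusted p 0.0109), or −2.61 without TKO replicate 1 and −5.13 without TKO replicate 2, and was not called with no expression filter. Adarb2, Zfpm2 and Col25a1 made up the rest of the lowered genes; the call of Col25a1 was lost with no expression filter. All 3 lead a hair follicle-like cluster that held 169 and 265 Ctrl cells and 77 and 84 TKO cells.

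A call in 1 class and not in another does not show a difference between classes, so the difference itself was tested. Of 17939 genes, the genotype effect differed between basal- and differentiating-like cells for 210 (edgeR interaction test, adjusted p under 0.05), 111 with the more positive effect in differentiating-like cells and 99 with the more negative. With uncorrected components, the alternative that moved the count most upwards, it was 511, and at Leiden resolution 0.5 it was 33. Among the genes of the short lists, Id1 and Tdrd1 passed, each raised more in basal-like cells. The log2 difference was −0.79 for Id1 (SE 0.127, adjusted p 0.0388) and −1.39 for Tdrd1 (SE 0.224, adjusted p 0.039). Of the longer sets, Trp53inp1 (1.24) and Rrm2 (1.01) had the more positive effect in differentiating-like cells and Elovl4 (−1.32), Krt1 (−0.85) and Krt10 (−0.64) the more negative.

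Regulators of epidermal development were examined because the study reported them as misregulated. In keratinocytes 2 of the 9 were called over all genes, and 4 when adjusted over the list alone, which is not independent evidence because the study picked the list on these libraries. Ovol1 (chromosome 19, 5599164 to 5610674) fell from 51.9 ± 10.6 to 28.2 ± 0.0701 CPM (log2 change −0.88, SE 0.158, edgeR adjusted p 0.0388), a call that was lost at 5000 UMIs per cell. Id1 (chromosome 2, 152566218 to 152579544) rose from 81.4 ± 21.7 to 170 ± 6.45 CPM (log2 change 1.06, SE 0.189, edgeR adjusted p 0.038). Trp63 and Klf4 each changed by −0.60 without being called (edgeR adjusted p 0.0879 and 0.111), although DESeq2 called both. Gli2 changed by −0.56 (edgeR adjusted p 0.195), and Foxn1, Myc and Chuk were not called either. In basal-like cells Id1 was raised (log2 change 1.30, adjusted p 0.0119) and Klf4 lowered (−0.58, adjusted p 0.0484), the latter not at 5000 UMIs per cell. Trp63 (−0.63, adjusted p 0.0598) and Ovol1 (−0.88, adjusted p 0.168) were not called there. Some alternatives called them, such as uncorrected components for Trp63 (−0.72) and Leiden resolution 2 for Ovol1 (−1.46). The Ovol1 change rested largely on 1 Ctrl library, at −0.20 without Ctrl replicate 2 and −1.34 without Ctrl replicate 1. Hair follicle-like cells had lower Trp63 (−0.67, adjusted p 0.0198) and Ovol1 (−1.50, adjusted p 0.00558) and higher Myc (0.70, adjusted p 0.0267). The call of Ovol1 was lost with doublets kept (−0.88). Those of Trp63 and Myc were lost under 4 and 7 alternatives, including uncorrected components (−0.51 and 0.41). No regulator was called by the main test in differentiating-like cells, where 2 of the 9 had an unadjusted p under 0.05. DESeq2 called Gli2 there (−1.046), and with no expression filter Gli2 (−1.065) and Trp63 (−0.653) were called. The inflammation genes Tnf and Ptgs2 were not called in keratinocytes (log2 changes −0.58 and −1.16, edgeR adjusted p 0.424 and 0.291), and 0 of the 2 had an unadjusted p under 0.05. Adjusted over the list alone, 0 were called. Without Ctrl replicate 2 the Ptgs2 change was −0.06 and that of Tnf 0.14.

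Programs of differentiation, proliferation, antiviral defence, DNA damage and silenced genes were tested as sets of genes with camera. In keratinocytes 7 of 9 sets passed an adjusted p of 0.05. The p53 targets rose (camera adjusted p 7.19e-12, median log2 change 0.85), with 15 of 17 genes higher in TKO. So did the germline set (1.57e-09, median 1.62, 13 of 14 higher), the G2M phase set (9.26e-07, median 0.39, 20 of 20 higher), the antiviral set (0.000856, median 1.15, 16 of 18 higher), the S phase set (0.00223, median 0.24, 18 of 20 higher) and the imprinted set (0.0293, median 0.20, 16 of 27 higher). The basal set fell (0.042, median −0.20, 4 of 12 higher). Epidermal regulators (0.134, median −0.34) and suprabasal genes (0.611, median −0.06) did not pass. None of the 9 sets held under fry, which estimates the correlation between genes; its lowest adjusted p was 0.0687, and 3 sets had an unadjusted p under 0.05. The suprabasal set changed direction in basal-like sums, where it rose (camera adjusted p 0.0437, against 0.0437 to 0.933 over its alternatives).

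Gene by gene, 10 p53 targets were called in keratinocytes, among them Cdkn1a, Mdm2, Ccng1 and Bax, and the count was also 10 when adjusted over the list alone. Of the tested G2M genes 7 were raised (12 adjusted over the list alone), and of the S phase genes 3 (8 adjusted over the list alone). The germline set had 5 raised genes, namely Tdrd1, Ddx4, Stag3, Rnf17 and Tcfl5, against 8 raised and 1 lowered when adjusted over the list alone. Of the antiviral genes Oas1a, Mx1 and Xaf1 were raised (5 adjusted over the list alone). Among imprinted genes 3 were raised and 1 lowered (7 and 2 adjusted over the list alone). The basal set had 1 lowered gene, Krt15 (4 adjusted over the list alone). No suprabasal gene was called in keratinocytes, over all genes or adjusted over the list alone, and 0 of 19 had an unadjusted p under 0.05. In basal-like sums, by contrast, 3 of 15 tested suprabasal genes were called as raised and 0 as lowered. Adjusted over the list alone these were 5 raised and 1 lowered, and 8 had an unadjusted p under 0.05.

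Since the study reported less proliferation of TKO basal cells by staining, transcripts of cycling cells were counted. At 5000 UMIs, 59.2% (interval 56.6 to 61.7) and 53.6% (51.2 to 56.0) of Ctrl basal-like cells had a UMI of Mki67, Top2a or Cdk1. In TKO the shares were 73.4% (70.5 to 76.1) and 67.9% (64.9 to 70.9). The group means were 56.4% ± 3.92 and 70.6% ± 3.84 (n = 2, exact permutation p 0.3333), so both TKO libraries lay above both Ctrl libraries by more than the replicate spread. The difference was 11.5 to 17.0 percentage points when a library was left out. The genes did not rise alike. In basal-like sums Cdk1 was called as raised (log2 change 0.59, SE 0.099, edgeR adjusted p 0.0162), but Top2a (0.24, adjusted p 0.158) and Mki67 (0.06, adjusted p 0.766) were not called. Unthinned shares were 74.9% and 69.6% in Ctrl and 89.5% and 85.1% in TKO. In differentiating-like cells the thinned shares were 13.1% and 12.8% in Ctrl and 21.3% and 15.8% in TKO.

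**Figure D2:**
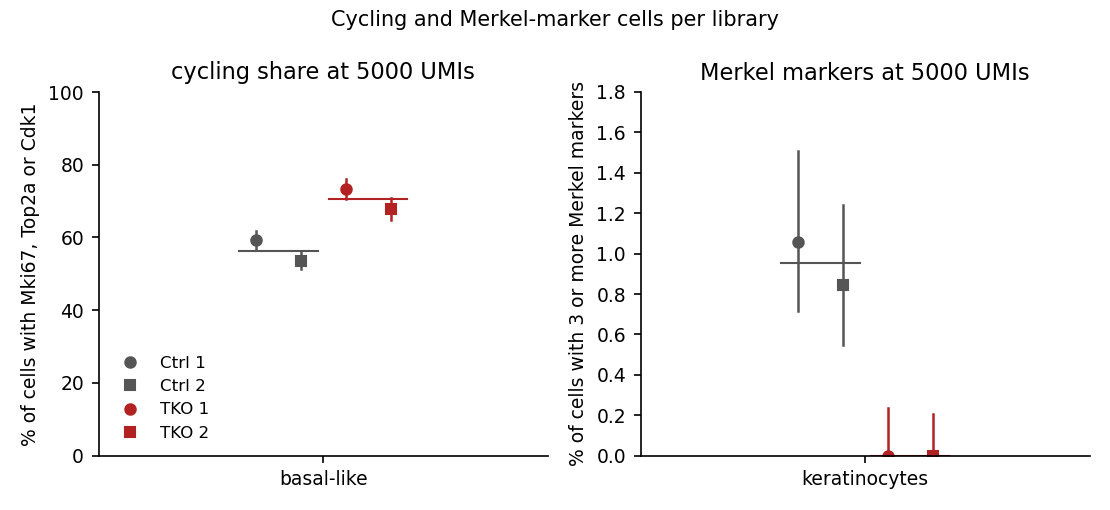
Percent of basal-like cells with a UMI of Mki67, Top2a or Cdk1 and percent of keratinocytes with a UMI of at least 3 Merkel markers, both at 5000 UMIs per cell, with 1 point per library, horizontal lines at group means and bars for 95% Clopper-Pearson intervals. Cycling shares lie at 59.2% and 53.6% in Ctrl and at 73.4% and 67.9% in TKO, while Merkel marker shares are 0 in both TKO libraries.

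Genes foreign to the epidermis were followed through Gria3 (neuronal), Tdrd1 (germline) and Cd28 (immune), which the study had picked in these libraries. All 3 were raised in keratinocytes, also when adjusted over the list alone, which is not independent evidence. Gria3 (chromosome X, 40489476 to 40767490) rose from 1.48 ± 0.370 to 59.7 ± 17.6 CPM (log2 change 5.32, SE 0.302, edgeR adjusted p 0.00288). Tdrd1 (chromosome 19, 56814641 to 56858444) rose from 2.83 ± 1.37 to 21.2 ± 11.9 CPM (log2 change 2.90, SE 0.527, edgeR adjusted p 0.0402), or by 2.16 without TKO replicate 2 and 3.51 without Ctrl replicate 1. Cd28 (chromosome 1, 60755959 to 60812518) rose from 0.451 ± 0.116 to 29.97 ± 3.77 CPM (log2 change 6.06, SE 0.24, edgeR adjusted p 0.00163). Basal-like cells had all 3 raised, by 5.59, 3.77 (3.06 without TKO replicate 2) and 6.44, and hair follicle-like cells by 4.55, 3.62 and 4.99. In differentiating-like cells Gria3 alone was called over all genes by the main test, although all 3 were when adjusted over the list alone. Some alternatives called Tdrd1 and Cd28 there as well, such as DESeq2 (2.374 and 4.825).

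At 5000 UMIs, 0.601% and 0.472% of Ctrl keratinocytes had a Gria3 UMI, against 21.1% (interval 19.14 to 23.3) and 13.4% (11.9 to 15.1) of TKO keratinocytes. Excluded cells, at median depths of 16163, 13801, 19736 and 18343 UMIs in Ctrl replicates 1 and 2 and TKO replicates 1 and 2, had shares of 8.53%, 8.68%, 12.7% and 7.39%. Tdrd1 was seen in 1.41% and 0.945% of Ctrl and 4.29% (interval 3.34 to 5.42) and 10.8% (9.38 to 12.3) of TKO keratinocytes, and in 0%, 0%, 0.378% and 0.687% of excluded cells. The difference in Tdrd1 shares rested largely on 1 library, and was 3.11 percentage points without TKO replicate 2. Cd28 was seen in 0.212% and 0.270% of Ctrl and 9.80% (interval 8.37 to 11.4) and 10.8% (9.38 to 12.3) of TKO keratinocytes. Excluded cells, which are mostly immune-like in TKO, had Cd28 shares of 6.16%, 5.79%, 10.4% and 7.73%, so for this gene they are no background. Each of the 3 differences gave an exact permutation p of 0.3333 (n = 2), with both TKO libraries above both Ctrl libraries. Unthinned, the shares in Ctrl and TKO keratinocytes were 1.54%, 1.27%, 37.6% and 23.2% for Gria3. They were 6.59%, 2.90%, 25.2% and 40.9% for Tdrd1 and 0.701%, 0.866%, 27.5% and 25.6% for Cd28.

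The study described mixed identity by staining for Krt14, Krt10 and involucrin, and by subtype markers found together in clusters seen only in TKO. Here a different measure was used, over all keratinocytes. Mixed basal and suprabasal identity was assessed by cells with at least 5 UMIs of each of Krt14 and Krt10 at 5000 UMIs. Such cells were 8.02% (interval 7.04 to 9.08) and 7.59% (6.66 to 8.60) of Ctrl keratinocytes and 3.91% (3.0 to 4.99) and 10.3% (8.96 to 11.8) of TKO keratinocytes. The means of 7.80% ± 0.302 and 7.12% ± 4.54 did not differ beyond the replicate spread (n = 2, exact permutation p 1), and without TKO replicate 1 the difference turned positive, to 2.53 percentage points. Excluded cells passed in 0%, 0%, 0% and 0.344% of cases. Within differentiating-like cells the shares were 21.3% and 33.7% in Ctrl and 20.1% and 41.0% in TKO. With at least 2 UMIs of each gene the difference over keratinocytes was −5.15 percentage points.

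To see what part of TKO cells carried the altered profile, genes raised in 1 replicate pair were scored in the other. Genes from the replicate 1 pair marked 56.6% (interval 54.2 to 58.9) of cells in TKO replicate 2 and 1.03% in Ctrl replicate 2. Genes from the replicate 2 pair marked 49.7% (47.2 to 52.2) in TKO replicate 1 and 1.02% in Ctrl replicate 1. The 2 gene lists shared 63 of 100 genes. With 50 genes these shares were 76.3% and 39.0%, and with 200 genes 69.6% and 67.0%.

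Finally, genes of hair follicle stages were compared within hair follicle-like cells, as the study had separated late Lrig1 and Sox9 cells from early Shh and Edar cells. Sox9 (chromosome 11, 112673009 to 112678586) fell from 192 ± 47.8 to 53.7 ± 16.8 CPM (log2 change −1.84, SE 0.245, edgeR adjusted p 0.00487). Lrig1 fell from 388 ± 54.3 to 238 ± 20.01 CPM (log2 change −0.70, SE 0.129, edgeR adjusted p 0.0142). Both were lower in both TKO libraries. Shh had 110 ± 5.98 CPM in Ctrl and 89.7 ± 32.7 in TKO (log2 change −0.30, edgeR adjusted p 0.425). Edar had 317 ± 47.0 and 368 ± 128 CPM (log2 change 0.22, edgeR adjusted p 0.577). Sox9 was also lower in all keratinocytes (log2 change −1.47, SE 0.262, edgeR adjusted p 0.0386) and in basal-like cells (−1.03, adjusted p 0.0143). In basal-like cells Edar was called as lowered too (−0.45, adjusted p 0.0367), a call lost under 8 alternatives that change the cells (−0.38 to −0.17). The spread of the TKO libraries covered the differences of Shh and Edar in hair follicle-like cells. There, Edar was called as raised when components were not corrected between libraries (log2 change 0.69). Over the whole list 2 of 4 genes were called, also when adjusted over the list alone, which is not independent evidence since the study chose them on these libraries.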

Values the study reported

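The study reported 9748 high-quality single-cell transcriptomes of E16.5 epidermis, from both genotypes together.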

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

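The tests of class boundaries, of a loss of keratinocytes and of damaged cells were chosen only after the results they bear on had been seen; the other tests in this part were set beforehand.

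The genotype effect differed between basal-like and differentiating-like cells for 210 of 17939 genes by the interaction test. Genes fixed in advance passed in both directions. On the log2 scale the effect in differentiating-like minus that in basal-like cells was −0.79 for Id1, −1.39 for Tdrd1, −1.32 for Elovl4, −0.85 for Krt1 and −0.64 for Krt10, and 1.24 for Trp53inp1 and 1.01 for Rrm2. Id1 changed by 1.30 in basal-like and 0.49 in differentiating-like cells, Tdrd1 by 3.77 and 2.38, Trp53inp1 by 0.77 and 2.01 and Rrm2 by 0.60 and 1.61. When each library was left out in turn, the difference between the class fits ran from −0.92 to −0.68 for Id1 and from −1.66 to −1.20 for Tdrd1, and the others named here kept their sign. Outside the naming rule, and picked after their values were seen, the gene with the lowest adjusted p was Dpep1 (difference 6.24, SE 0.299, edgeR adjusted p 0.000639), and the glycolytic genes Ldha and Pkm rose by 1.22 and 1.13 in basal-like cells against 0.10 and 0.19 in differentiating-like cells. Cells near the border of the classes may be named differently in the 2 genotypes and produce such differences. If so, other clusterings would lose most of the genes. They gave 28 of the 210 at Leiden resolution 0.5, but 187 with uncorrected components, 167 at Leiden resolution 2, 176 with changed genes kept and 150 with 50 soft clusters in Harmony. Since the outcome went both ways, border cells and a true dependence on class cannot be told apart for these genes. A dependence on class stays open as a biological explanation and was not tested further.

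Excluded cells made up 25% ± 0.466 of filtered cells in TKO and 7.21% ± 0.466 in Ctrl (SD, n = 2, exact permutation p 0.3333), a population that the comparisons did not use. Immune-like cells accounted for most of this, with 86 and 125 cells in Ctrl and 284 and 424 in TKO. Fibroblast-like cells numbered 105 and 104 in Ctrl and 181 and 126 in TKO, endothelial-like cells 9 and 10 against 28 and 14, melanocyte-like cells 4 and 3 against 30 and 19, and unnamed cells, kept out by the keratin floor, 7 and 3 against 8 and 6. Keratinocytes with few keratin transcripts might have been placed among them. The tables argue against that for the immune-like cells, since on average 97.9% of those in TKO had a UMI of at least 3 of the 7 immune markers (98.8% and 98.4% in Ctrl, 97.2% and 98.6% in TKO). A lower yield of keratinocytes from TKO skin could also raise every other type alike. It is argued against as the whole cause, since the types did not move together. The ratio of melanocyte-like to fibroblast-like cells was 0.158 ± 0.011 in TKO and 0.033 ± 0.007 in Ctrl, though it rests on few melanocyte-like cells and is the one furthest apart among the 6 ratios of these types. That of immune-like to fibroblast-like cells was 2.47 ± 1.27 in TKO (1.57 and 3.37) and 1.01 ± 0.271 in Ctrl (0.819 and 1.202). Of the 6 ratios 4 had no overlap between the groups, and 2, both with melanocyte-like cells, differed by more than 2 times the larger SD. A lower yield as part of the cause, a difference in the sorting gate and an effect of the genotype on immune cells stay open, the last 2 untested.

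Barcodes with under 2000 genes, which were left out, made up 40.7% of the TKO barcodes on average, with 40.5% and 40.8%, against 26.2% and 37.7% in Ctrl. Damaged cells are a candidate source. Their mitochondrial share should then be high, and the lowest of the 4 library medians was 23.7% (Ctrl replicate 1), against medians of 1.79% to 2.77% in barcodes with at least 2000 genes, whatever their mitochondrial share. The TKO medians were 51.3% and 46.7%, and those of Ctrl 23.7% and 29.0%. Whether genotype or handling accounts for these barcodes was not tested.

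Genes raised in TKO keratinocytes were also somewhat higher in the excluded cells of TKO. Over the 809 raised genes the median log2 rise, computed with a small constant added to the CPM, was 0.14 in excluded cells and 0.94 in keratinocytes, and 546 (67.5%) were higher in the excluded cells of TKO. Free RNA from TKO keratinocytes may explain this. For 17 raised genes under 1 CPM in Ctrl cells of both kinds and at 10 CPM or more in TKO keratinocytes, the excluded cells of TKO had a median of 6.66% of the keratinocyte level, a small part of the rise. Activity of the recombinase in some of the excluded cells was not tested and stays open.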

How the results depend on the processing

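The main results were recomputed under alternatives that gave 315 values over 32 results: 246 kept their direction and their side of the threshold or moved by less than the replicate spread, 22 lost significance, 1 gained it, 45 moved further and 1 reversed. Sign changes of values with no test or no call are not counted as reversals. There were 22 of these over 6 of the main results, namely the basal-, hair follicle- and Merkel-like shares, the double-positive share, and Shh and Edar in hair follicle-like sums. For single named genes, 2032 values over 121 results gave 1881 the same, 41 that lost significance, 46 that gained it and 64 that moved further. None of these (0) was a change of sign in a gene called in either fit, but genes that were not called did change sign, such as Shh in basal-like sums (−0.24, with a range up to 0.36) and Tnf in hair follicle-like sums (−0.40, up to 0.21). Alternatives chosen after seeing the data were the automatic doublet threshold, Harmony with 50 soft clusters, changed genes kept in clustering, the crossed replicate block, fry with the replicate block, and, without each library, shares and the fixed genes that passed the interaction test.

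Counts of called genes depended on the model. DESeq2 gave 2508 genes in keratinocytes and 681 in differentiating-like cells. With no expression filter there were 1815 genes in differentiating-like and 644 in hair follicle-like cells. At 5000 UMIs per cell there were 770 in keratinocytes, 1171 in basal-like and 1144 in hair follicle-like cells, where fewer UMIs and fewer tested genes are part of the cause. Hair follicle-like cells had 1117 with doublets kept, 1435 with uncorrected components and 1127 at Leiden resolution 0.5. Differentiating-like cells had 265 with uncorrected components, 290 at Leiden resolution 2 and 267 with changed genes kept in clustering. The interaction count was 511 with uncorrected components, 33 at Leiden resolution 0.5, 375 at Leiden resolution 2 and 359 with changed genes kept. RLE factors left each of these counts within 1.5 times. The cause of the other shifts was not tested.

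Libraries with the same replicate number did not deviate together. The correlation of their deviations from the group means was −0.21 over all tested genes and −0.33 over the 5000 most abundant, so the numbers do not pair the libraries. With the replicate block, 609 genes were called in keratinocytes and 109 in differentiating-like cells, and Setdb1 changed by −0.64 without passing the threshold. Ovol1 (−0.87) and Tdrd1 (2.84) in keratinocytes and Edar in basal-like cells (−0.45) were not called with it either, whereas Trp63 in basal-like cells (−0.65) and Id1 in hair follicle-like cells (0.82) were. A crossed replicate block, pairing each Ctrl library with the TKO library of the other number, gave 3174 genes in keratinocytes, 3534 in basal-like and 828 in differentiating-like cells.

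The call of Setdb1 was lost with RLE factors (−0.64), no filter (−0.66), doublets kept (−0.64), 5000 UMIs per cell (−0.58) and the automatic doublet threshold (−0.64), while its change without each library ran from −0.76 to −0.51. The change of Suv39h1 ran from −0.31 to −0.049 and that of Suv39h2 from 0.05 to 0.48 without each library. In hair follicle-like cells Lrig1 (−0.70) and Sox9 (−1.83) lost significance with no filter, and the cause was not tested. Edar gained it with uncorrected components (0.69). Without each library, Shh ran from −0.73 to 0.034, Edar from −0.19 to 0.53, Lrig1 from −0.84 to −0.55 and Sox9 from −2.20 to −1.55.

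Differences of class shares between TKO and Ctrl moved with the clustering. The basal-like difference was 14.0 percentage points with uncorrected components. The hair follicle-like difference was −2.27 with doublets kept, −6.26 with uncorrected components, −3.82 at Leiden resolution 0.5 and −2.37 under the automatic doublet threshold. The Merkel-like difference was −0.93 with uncorrected components, 0.26 with 50 soft clusters and 0.65 with changed genes kept. Across the fits that each left out one library, the differences ran from −1.03 to 10.0 for basal-like, −10.6 to −0.91 for differentiating-like, −1.50 to 4.04 for hair follicle-like and −0.16 to 0.13 for Merkel-like cells.

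The difference in Gria3 shares was 11.2 percentage points at 2500 UMIs and 29.0 unthinned, that of Tdrd1 28.3 unthinned, and that of Cd28 5.59 at 2500 UMIs and 25.8 unthinned; depth is part of each of these measures. Without each library they ran from 12.9 to 20.6, from 3.11 to 9.60 and from 9.56 to 10.5. The double-positive difference was −5.15 with at least 2 UMIs of each keratin, and ran from −3.90 to 2.53 without each library. The cycling difference ran from 11.5 to 17.0.

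Under fry the adjusted p was 0.27 for the basal, S phase, antiviral and imprinted sets, 0.137 for G2M phase and 0.0687 for p53 targets and germline. With the replicate block, fry gave 0.279 for the basal, antiviral, G2M phase, p53 and germline sets, 0.378 for S phase and 0.393 for imprinted genes, the highest over the alternatives of each set. The lowest were 0.0144 (basal), 0.00203 (S phase), 5.25e-05 (antiviral), 0.018 (imprinted), 8.13e-07 (G2M phase), 7.33e-12 (p53 targets) and 4.01e-10 (germline). The suprabasal set reversed in basal-like sums, where it rose with an adjusted p of 0.0437 (range 0.0437 to 0.933); fewer of its genes could be tested there. In the held-out score, genes from replicate 2 marked 39.0% of TKO cells with 50 genes, 67.0% with 200 genes and 65.2% above the 95th percentile. Genes from replicate 1 marked 76.3%, 69.6% and 75.6%. Leaving out sex-linked, haemoglobin and mitochondrial genes removed none of the chosen genes, so that setting tests nothing.

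With 2 libraries per group, a share cannot pass a threshold of 0.05 in a permutation test.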

Other observations

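The tests of stress genes, of free RNA for Gria3, Tdrd1 and Cd28, of depth for the Merkel-like cells, and of depth and doublets for cycling cells were chosen only after those results had been seen. The other tests in this part were set beforehand.

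More genes were raised than lowered in TKO keratinocytes. Depth is argued against as the cause, since after thinning every cell to 5000 UMIs the raised genes still outnumbered the lowered by 1.64 to 1. RNA of contaminating cells would be higher in the excluded cells than in keratinocytes. In TKO the raised genes had a median log2 ratio of −0.71 between excluded cells and keratinocytes, although 173 (21.4%) of them were higher in the excluded cells. Sex of the embryos is also argued against, with 2.97% of raised genes (24 of 809) on the X or Y chromosome, beside 2.87% of tested genes. A bias of gene length could not be excluded. Raised genes outnumbered lowered by 2.37 to 1 among genes shorter than the median of tested genes but by 1.29 to 1 among longer genes, short of the 1.5 that had been set. Of the 3 even splits of the 4 libraries 1, the real one, gave as many called genes. With so few splits, and with both genotypes in each group of the others, that count cannot exclude chance. The held-out score argues against it, since genes chosen in 1 pair of libraries marked 49.7% and 56.6% of the TKO cells of the other pair, and the 2 lists shared 63 of 100 genes. An effect of the lost repressive mark on silent genes stays open beside length, as a hypothesis.

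Raised genes lay near each other. Of 799 with a position, 282 (35.3%) had another raised gene within 200 kb. Among 1000 random draws of tested genes matched on expression the median was 201 and the highest 258, so 0 draws reached the observed number and chance positions are argued against. Lowered genes showed 96 of 489 (19.6%), against a median of 85, and 181 of 1000 draws were as high. Near copies that share reads are a candidate explanation. Families were taken as the leading letters of the symbol, so all predicted genes named Gm counted as the same family. Without neighbours of the same family by this rule, 230 raised genes remained near another. The median draw was 187 and the highest 243, and 6 draws were as high. An excess stays, but it is no longer above every draw. Since the rule also drops unrelated neighbours, the fall does not measure shared reads. These therefore cannot be told apart from a regional effect for the whole of the pattern. There were 13 runs of at least 4 raised genes, holding 69 genes. A pair of nearby stretches of predicted genes on chromosome 12 (19338563 to 19614158 and 19866969 to 20509212) had 7 of 8 and 9 of 9 tested genes raised, with median log2 changes of 3.90 and 5.13. A further run was that of the olfactory receptor genes Olfr1313 to Olfr1318 on chromosome 2 (111900433 to 111989502, 5 of 5). A stretch of chromosome 18 (37777160 to 37975014) had 8 of 29 tested genes raised, namely protocadherin gamma genes together with 3222401L13Rik and Gm26672. A stretch around Cd28 on chromosome 1 (60633966 to 60842950) had 6 of 8 raised. Members of a gene family may share reads, so counts in all of these but the last are uncertain. In the run around Cd28, ENSMUSG00000120763 and Gm11577 overlap on the same strand, so theirs are uncertain as well. Of the raised genes 18.4% were long noncoding RNA genes, against 9.57% of the lowered and 16.6% of the tested.

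TKO cells were present in the Merkel-like cluster after correction between libraries, yet 0 of 30 at 5000 UMIs had 3 or more Merkel markers, against 50 of 52 Ctrl cells. The correction may therefore place unlike TKO cells with Merkel-like cells, which fits the 0 TKO cells of the uncorrected cluster. Low depth does not explain the missing markers, because the lowest TKO median was 28110.5 UMIs per keratinocyte, above both Ctrl libraries, and the cells were thinned alike. A loss of Merkel cells in TKO remains as the biological explanation and is a hypothesis here.

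The held-out score separated TKO from Ctrl cells in both directions. A chance difference between single libraries would not carry over to the other pair. The lower of the TKO shares was 49.7%, whereas the percentile that defines a positive cell sets the Ctrl share near 1%, so the ratio of the shares has no meaning of its own. The 2 lists, which do not depend on that percentile, shared 63 of 100 genes. The study describes these TKO embryos as mosaic. Such a mixture of recombined and unrecombined cells could give positive shares between 49.7% and 56.6%. The shares moved with the number of genes, however, so they do not estimate the recombined fraction.

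Free RNA is argued against as the source of Gria3 and Tdrd1 in TKO keratinocytes. For both of these 2 genes, the interval in keratinocytes lay above that in excluded cells in both TKO libraries. Unthinned, the excluded cells had 23.2% and 11.2% with Gria3 and 1.32% and 2.21% with Tdrd1 in TKO. Gria3 was also seen in 8.53% and 8.68% of the excluded cells of Ctrl, so some of these express it. Cd28 was tested apart from them, a split made after a first joint test had given 2 of 3 genes. Free RNA of immune cells might bring Cd28 along with immune markers. These rose by 1.05 on the log2 scale, from 260 to 456 UMIs, while Cd28 rose by 6.09. The most abundant were Fcer1g with 110 and 192 UMIs, Lyz2 with 62 and 158 and Tyrobp with 66 and 83 in Ctrl and TKO. The 7 markers were fixed in advance.

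Clusters led by stress and early response genes (Fosl1, Klf2, Zfp36, Cxcl1, Atf3) were picked out by Cxcl10, a gene of the antiviral set, among their leading genes. They held 16.0% and 37.6% of basal-like cells in Ctrl and 28.2% and 13.3% in TKO. The difference of means was −6.07 percentage points and the groups overlapped (n = 2, exact permutation p 0.6667), which argues against the genotype as the cause. Ctrl replicate 1 resembled TKO replicate 2, and Ctrl replicate 2 resembled TKO replicate 1. Handling before or during sorting may have differed along these lines, but no label gives a batch, and no other cause was tested.

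The share of basal-like cells with a UMI of Mki67, Top2a or Cdk1 was higher in TKO. Of these genes Cdk1 alone was called in basal-like sums (log2 change 0.59, edgeR adjusted p 0.0162), while Top2a (0.24, adjusted p 0.158) and Mki67 (0.06, adjusted p 0.766) were not. In the wider lists, 9 of 20 G2M phase genes and 4 of 20 S phase genes were called as raised in basal-like sums, and 0 as lowered. The share counts cells with a transcript rather than stained cells. It is therefore no direct counterpart of the lower proliferation that the study reported by staining. Depth is argued against, as the lower TKO share at equal depth was 67.9%, above both Ctrl libraries. Doublets might add cycling transcripts to other cells. In differentiating-like cells the rise was 5.55 percentage points, less than the 14.2 in basal-like cells, but a doublet that holds a cycling cell could itself be named basal-like, so doublets cannot be told apart from a true rise. A longer time in the cell cycle, an arrest after entry, or the p53 response seen in the set tests would each alter the share of cells with such transcripts, and none of these was tested. The study also described antiviral and DNA damage responses as not significantly altered in its single-cell data, the latter by a module of DNA repair genes. In tissue it reported minimal DNA damage by TUNEL and little apoptosis by caspase staining, neither of which is measured by transcripts. Here the antiviral set and the p53 targets, a different list from that module, passed camera and neither passed fry.

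All 4 libraries had hardly any Xist (5 to 8 UMIs) and expressed genes of the Y chromosome, with 78.9 to 101 CPM of Ddx3y in keratinocytes. This is the pattern of male cells in all 4 libraries, so sex does not separate the groups. The study states that both sexes were present in each group of its sequencing experiments, which these 4 libraries do not show. The matrix headers name an earlier Cell Ranger version than the methods of the study, and which settings were used for intronic reads was not tested.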
